A study of Homo sapiens with 4 samples.

How the data were processed

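Circular RNA was measured in 4 nanopore libraries from MDA-MB-468, an established human breast cancer cell line. All 4 came from a radiation-resistant derivative that had received 50 Gy in fractions, per the labels' protocols. The labels describe 2 biological replicates with a control short hairpin RNA and 2 with a stable hairpin against HNRNPL, an RNA-binding protein that regulates splicing. Per the labels' protocols, total RNA was copied with the Induro reverse transcriptase from random hexamers. This enzyme can run around a circular template several times and so makes long cDNA with repeats of the circle. The cDNA was then amplified with phi29 polymerase and debranched with T7 endonuclease I. Amplified copies carry no molecular identifiers, so a count is not an independent molecule, and counting error is a lower limit on the error.

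The authors deposited a table of raw counts and a table of scaled values, with 1 row per back-splice position and 211599 rows. CIRI-long, a caller of circular RNA from long reads, is named in every row, per the file headers and columns. Its version, the base caller, the aligner, the genome build and the filters were not stated. Each row gives the position, the strand, the splice motif, the circle type, the circle length, the exon structure of between 1 and 10 isoforms, and the overlapping genes. The deposited counts are whole numbers and were not normalized. The second deposited table has columns named CPM, but each of these sums to 100000, so the name does not describe the scale. Its values are the raw counts divided by the library total and multiplied by 100000, with a spread of that ratio within a library under 0.0001%. That table was not used further, and counts per 100000 below were computed from the counts. The build was settled from the data: of 91566 exon circles with 1 named gene, 99.5% had a gene symbol in the GRCh38.p14 gene table, and 99.4% of those lay within 1000 nt of that gene's span there. Coordinates are those of the deposited table, counted as there.

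Total counts were 472428 and 556578 in control replicates 1 and 2, and 282737 and 390547 in knockdown replicates 1 and 2. A count of 0 in a library allows up to 3 counts, which is 0.635, 0.539, 1.06 and 0.768 per 100000 in the same order. Of the rows, 21447 (10.1%) had 0 counts in all 4 libraries and were left out.

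Groups were taken from the sample titles. The test was edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment (edgeR 4.0.16, R 4.3.3), on rows with at least 10 counts over the 4 libraries and with a threshold of 0.05 on the adjusted p-value. glmQLFit was run with the default dispersion method of that version. This was not the first choice. The newer dispersion method of the same tool was run first and gave 0 circles and 0 host genes, while the default gave 0 circles and 89 host genes. The default was taken as the plain reading of the design, which names the function and no option, but the change was made after both results had been seen. The test of circle use was likewise first run as a likelihood ratio test, and was changed to the F test that the design names after its result had been seen. Standard errors of log2 fold changes were derived from the F statistic. The design had been fixed before the data were examined. It foresaw separate tests of isoforms and of circles. The rows are circles and carry no count per isoform, so both became the same test, reported as the test of circles. The planned test of isoform usage within a circle was run as the use of circles within a host gene (diffSpliceDGE, F test per gene). Host genes were tested on summed counts of circles that named 1 gene and were not antisense, which held 79.4% of all counts. This definition was set after the table had been examined. Circles that named several genes held 14.7%, antisense circles 3.76% and circles of other types with no gene 2.08%, and these stayed out of the host gene test. The density of CA repeats beside the back splices was planned but not analysed here, because no genome sequence was used. No row examined here named HNRNPL as a gene, so circular reads of the knockdown target were not analysed here. The knockdown therefore rests on the labels.

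Genes and circles were named by a rule set in advance. At each level these were the 5 higher and 5 lower features with the smallest p-value among those past the threshold with no overlap between groups, or the 3 with the smallest p-value in a direction where none passed. Members of a fixed list of 22 host genes of widely studied circular RNAs were named where they passed over that list. The list was tested with camera and fry (limma 3.58.1). Values per library were compared with exact two-sided permutation tests, which cannot go below p = 0.333 with 2 against 2. For circles detected at equal depth, each library was thinned to 282737 counts and the mean of 10 draws was taken. Agreement of library pairs was measured by the chi-square of each circle's split between the pair, averaged over circles with at least 40 counts in the pair, where counting error alone gives 1.

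The circle test was tested on simulated data with the real means and library sizes and 200 circles changed 3 units on the log2 scale. At the dispersion of these libraries (0.414) it recovered 0% of the 200, with 99.5% of the signs right. At a dispersion of 0.04 it recovered 99.5%, with 4 false calls among 21576 circles. In each setting all simulated libraries shared the same dispersion, unlike the real control and knockdown pairs. The means came from circles past the count filter, and the simulated counts were not filtered again at that level. Alternatives were library-size scaling, DESeq2 1.42.0, DESeq2 size factors within edgeR, 3 other count filters, a replicate block, removal of mitochondrial features and leaving out each library. Library-size scaling here used each library's total over the features tested, not its full total. Listed as alternatives only after seeing the data were edgeR's newer dispersion method, the likelihood ratio test of circle use, limma voom with a variance weight per group, exon circles only, and host genes by the first gene named. The setting of the first gene named also took in antisense circles.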

Results

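Circular RNA was profiled by long-read sequencing in radiation-resistant MDA-MB-468 cells, to find which circular RNAs depend on HNRNPL. A circular RNA forms when a splice donor joins an upstream acceptor, and its back-splice position identifies it. The 4 libraries comprised 2 controls and 2 HNRNPL knockdowns. They held 1702290 counts in total, between 282737 and 556578 per library. At least 1 count was found for 190152 circles, of which 110770 were seen in 1 library and 17058 in all 4. The median circle was 1349 nt long. Circles with at least 10 counts over the libraries numbered 21576. Those with 1 to 9 counts held 29.1% of all counts and were not tested.

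The libraries differed in content before any test. Control replicate 1 held 70.9% of its counts in exon circles, against 84.9% in control replicate 2 and 85.7% and 85.6% in the knockdown replicates. Intron circles took 19.7% of the counts of control replicate 1, and 10.6%, 9.93% and 10.0% of the others in the same order. Antisense circles took 6.79% in control replicate 1 and at most 2.69% in the others. Mitochondrial circles had 4456 counts (0.943%) in control replicate 1, 10 in control replicate 2, and 243 and 419 in the knockdown replicates. By group, the exon share was 77.9% ± 9.86 (SD, n = 2) in controls and 85.7% ± 0.101 (SD, n = 2) in knockdowns. The exact permutation test gave p = 0.333, the smallest this design allows.

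**Figure D1:**
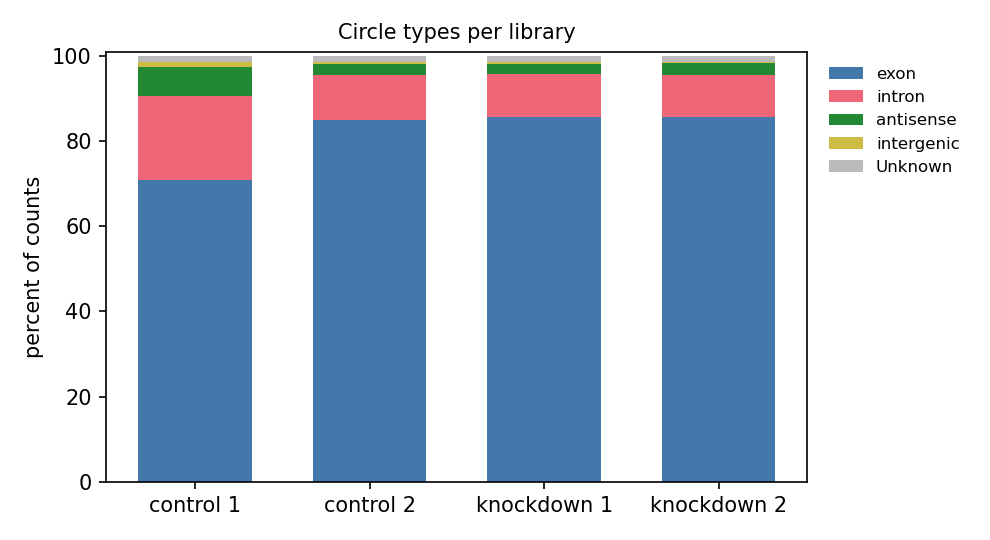
Percent of counts (vertical axis) in each circle type as annotated by the caller, 1 bar per library. Control replicate 1 has 70.9% in exon circles, and the other 3 libraries have between 84.9% and 85.7%.

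The spread between replicates was unequal. Over circles with at least 40 counts in a pair, the 2 control libraries differed by a mean chi-square of 15.1 per circle and the 2 knockdown libraries by 2.28. The knockdown libraries differed by more than counting error (chi-square test on the reads of these 2 libraries, p = 7.73e-209). Reads amplified without molecular identifiers can exceed counting error within one extract, so this test does not show separate cultures. The 2 libraries were kept as 2 replicates because the labels name them so. The biological coefficient of variation over the tested circles was 0.886 in the control pair and 0.140 in the knockdown pair, and 0.644 in the common fit. Across 4944 circles with at least 40 counts over all libraries, Pearson's r of log2 counts per 100000 was 0.662 between the controls and 0.902 between the knockdowns. These correlations are across circles, which are not independent replicates. Control replicate 2 correlated with the knockdown replicates at r = 0.516 and 0.518, and control replicate 1 at 0.317 and 0.291.

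**Figure D2:**
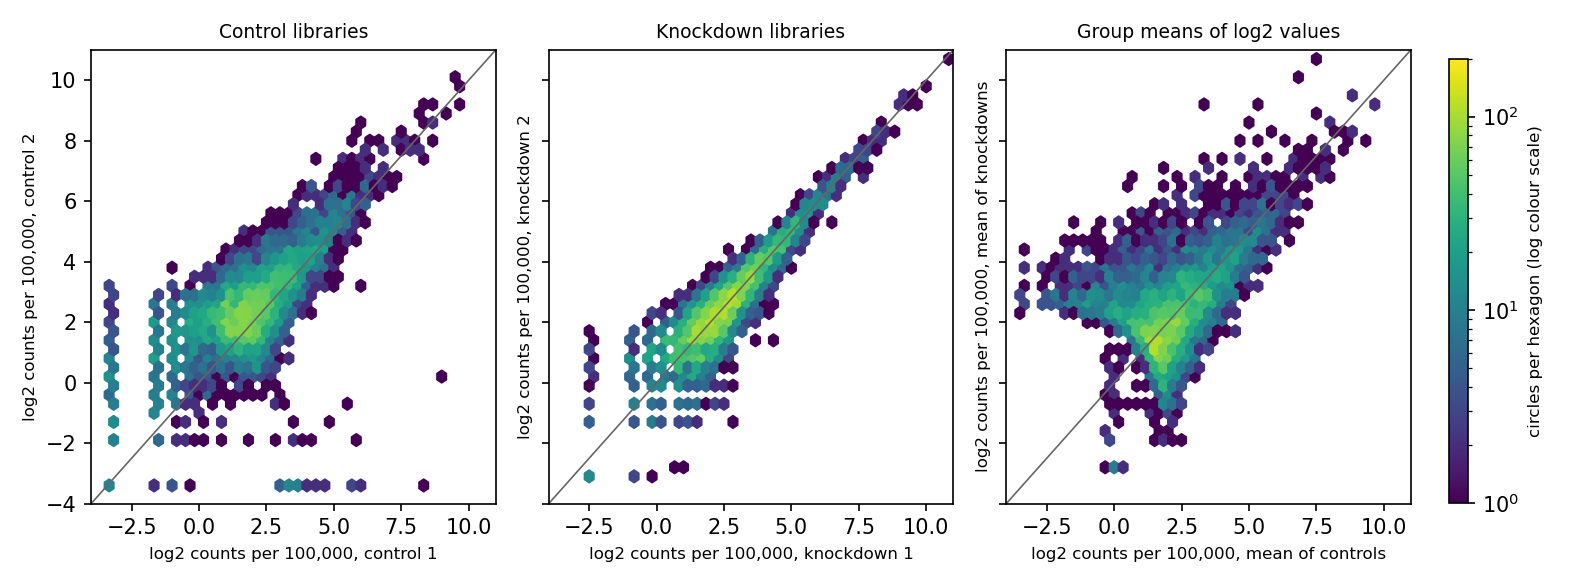
Log2 counts per 100000 of 4944 circles with at least 40 counts, control replicate 1 against 2 (left), knockdown replicate 1 against 2 (middle) and group means of the log2 values (right). Colour gives the number of circles per hexagon on a log scale and the line marks equality. The knockdown pair (r = 0.902) lies closer to the line than the control pair (r = 0.662).

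The number of different circles at equal depth was compared first. At 282737 counts per library, 84877 and 60317 circles were found in the controls and 62513 and 64014 in the knockdowns. The means were 72597 ± 17367 (SD, n = 2) and 63264 ± 1062 (SD, n = 2), a ratio of 0.871 that lay within the spread of the controls (exact permutation test, p = 1). Without control replicate 1 the ratio was 1.05. Among circles with at least 2 counts at that depth, 42656 and 32986 were found in the controls and 32410 and 31461 in the knockdowns. Here both knockdown libraries lay below both controls, with a ratio of 0.844 (exact permutation test, p = 0.333, the smallest possible). The 10 most abundant circles held 5.47% ± 0.335 (SD, n = 2) of the counts in controls and 7.50% ± 0.411 (SD, n = 2) in knockdowns. Both knockdown libraries lay above both controls (exact permutation test, p = 0.333, the smallest possible). The count-weighted median circle length was 1309 ± 76.4 nt (SD, n = 2) in controls and 1330 ± 72.1 nt (SD, n = 2) in knockdowns, a difference within the replicate spread in this unpaired comparison (exact permutation test, p = 0.667). Leaving out control replicate 2 reversed the sign of that difference, to -33 nt, as did leaving out knockdown replicate 1, to -30 nt. The count-weighted median number of exons was 4 and 6 in the controls and 5 in each knockdown. The mean was thus 5 in both groups, and it was higher by 1 or lower by 1 in knockdowns without control replicate 2 or 1, respectively.

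For single circles, 0 of 21576 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.0761. An unadjusted p under 0.05 was found for 2895 circles, 2032 higher and 863 lower after knockdown. With no filter on counts this split reversed, to 2285 higher and 3276 lower. It was near even with voom and group weights (1406 and 1336) and with a replicate block (2441 and 2326). In the remaining settings between 62.3% and 73.3% were higher. The number past an adjusted p of 0.05 depended on the count filter and the tool. In place of 0 it was 1404, 1222 higher and 182 lower, in edgeR when circles needed 5 counts in each of 2 libraries, and 1085 with DESeq2. The median log2 fold change of all tested circles was -0.39 with TMM and -0.51 with scaling to the totals of tested circles. It was -0.04 in the fit to circles with at least 40 counts. Among 4944 circles with at least 40 counts, the groups did not overlap for 1470 higher (29.7%) and 1427 lower (28.9%). Chance gives 16.7% each if the 4 libraries are exchangeable and 33.3% each if the knockdown pair acts as 1 sample, so the shares lay above the first of these and below the second. Of these, 601 were at least 4-fold higher and 156 at least 4-fold lower by group means.

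None of the circles named here passed the threshold. The 3 higher circles with the smallest p-value were exonic and came from PICALM, TAF2 and KRIT1. The PICALM circle (chromosome 11, 86007542 to 86031611, minus strand, 7 exons, 677 nt) rose from 2 and 4 counts in controls to 102 and 163 in knockdowns. Its values were 0.571 ± 0.209 and 38.9 ± 4.00 per 100000 (SD, n = 2), with a log2 fold change of 5.99 ± 0.48 (SE) and an adjusted p of 0.0761 in edgeR. The TAF2 circle (chromosome 8, 119788338 to 119797846, minus strand, 8 exons, 1001 nt) had 2 and 4 counts in controls and 77 and 120 in knockdowns. Its log2 fold change was 5.57 ± 0.48 (SE), with the same adjusted p of 0.0761 in edgeR. Summed over the circles of the host gene, the log2 fold change was 1.15 for PICALM and 2.29 for TAF2. The adjusted p of these sums in edgeR was 0.419 and 0.0499, so the PICALM circle does not stand for its host gene. The control mean of the PICALM and TAF2 circles, 0.571, lay below the floor of 3 counts in each control (0.587 per 100000). Their fold changes thus rest on few control counts, and no value against the floor was computed for them. The KRIT1 circle (chromosome 7, 92213195 to 92226682, minus strand, 7 exons, 1036 nt) lay in a region where the table also names a pair of unnamed Ensembl genes. It had 1 count in each control and 57 and 117 in knockdowns. With each control set to the floor of 3 counts it was 42.7-fold higher. The floor was defined for a count of 0, so this is not a strict lower limit.

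The 3 lower circles with the smallest p-value were exonic and came from PEX13, PHKB and USP54. The PEX13 circle (chromosome 2, 61031419 to 61032113, plus strand, 1 exon, 695 nt) fell from 23.7 ± 0.560 to 3.43 ± 0.147 per 100000 (SD, n = 2). Its log2 fold change was -2.83 ± 0.41 (SE), with an adjusted p of 0.0862 in edgeR. The PHKB circle (chromosome 16, 47463882 to 47610920, plus strand, 14 exons, 1494 nt) fell from 37.7 ± 0.591 to 8.74 ± 1.14 per 100000 (SD, n = 2), a log2 fold change of -2.17 ± 0.37 (SE) with an adjusted p of 0.0942 in edgeR. The table names a pair of further genes over this circle. The USP54 circle (chromosome 10, 73571421 to 73576361, minus strand, 2 exons, 943 nt) fell from 18.5 ± 9.13 to 3.18 ± 0.509 per 100000 (SD, n = 2), a log2 fold change of -2.53 ± 0.44 (SE) with an adjusted p of 0.0970 in edgeR. Summed over the circles of the host gene, the log2 fold change was -1.82 for PEX13 and -1.20 for USP54. The adjusted p of these sums in edgeR was 0.0556 and 0.245.

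Summed over circles, 89 of 5911 host genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 87 higher and 2 lower. For each gene the test fits the same dispersion to both groups. The biological coefficient of variation over host genes was 0.646 in the control pair and 0.0957 in the knockdown pair. Whether this unequal spread shaped the number of calls or their direction was not tested. The count of 89 rests on edgeR's default dispersion method, which replaced the newer method after the results of both had been seen. The newer method called 0 host genes, with 943 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0605. With library-size scaling 70 passed, 61 higher and 9 lower. The split was less one-sided with no filter (237 higher, 89 lower), with voom and group weights (244 and 96) and with a replicate block (256 and 58). In the remaining settings at most 8 were lower, as with DESeq2 (155 and 8). The median log2 fold change of all host genes was -0.27 with TMM and -0.67 with library-size scaling, a shift that changes the sign of small changes. Library-size scaling used the totals of tested host genes, not the full library totals. At an unadjusted p under 0.05, 54.1% of the host genes were higher with TMM and 29.8% with library-size scaling.

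The 5 higher host genes with the smallest p-value were SGO2, LYPLAL1, SPAG16, LCORL and KIFAP3. Circular SGO2 rose from 3.46 ± 1.09 to 43.6 ± 6.71 per 100000 (SD, n = 2), with a log2 fold change of 3.99 ± 0.41 (SE) and an adjusted p of 0.00746 in edgeR. LYPLAL1 rose from 4.00 ± 0.326 to 49.6 ± 8.10 per 100000 (SD, n = 2) and SPAG16 from 4.12 ± 1.04 to 69.1 ± 11.7 (SD, n = 2). LCORL rose from 2.59 ± 1.12 to 26.8 ± 6.08 per 100000 (SD, n = 2) and KIFAP3 from 3.41 ± 1.53 to 53.2 ± 2.66 (SD, n = 2). The log2 fold changes of these 4 genes were 3.94 ± 0.41, 4.34 ± 0.48, 3.70 ± 0.43 and 4.22 ± 0.49 (SE) in the same order. The adjusted p in edgeR was 0.00746 for LYPLAL1 and SPAG16 and 0.00780 for LCORL and KIFAP3. Without control replicate 1 or 2, the log2 fold change was 4.01 or 4.94 for SPAG16 and 3.74 or 5.09 for KIFAP3. The 2 lower host genes were EFNA5 and CHKA. EFNA5 fell from 41.6 ± 4.27 to 8.12 ± 0.473 per 100000 (SD, n = 2), with a log2 fold change of -2.03 ± 0.37 (SE) and an adjusted p of 0.0332 in edgeR. CHKA fell from 32.1 ± 8.24 to 6.98 ± 1.36 per 100000 (SD, n = 2), with a log2 fold change of -1.85 ± 0.38 (SE) and an adjusted p of 0.0448 in edgeR. All 7 lost the threshold under the newer dispersion method. EFNA5 and CHKA also did when host genes were assigned by the first gene named, a setting that also took in antisense circles. CHKA further lost it with the filter of 5 counts in 2 libraries.

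**Figure D3:**
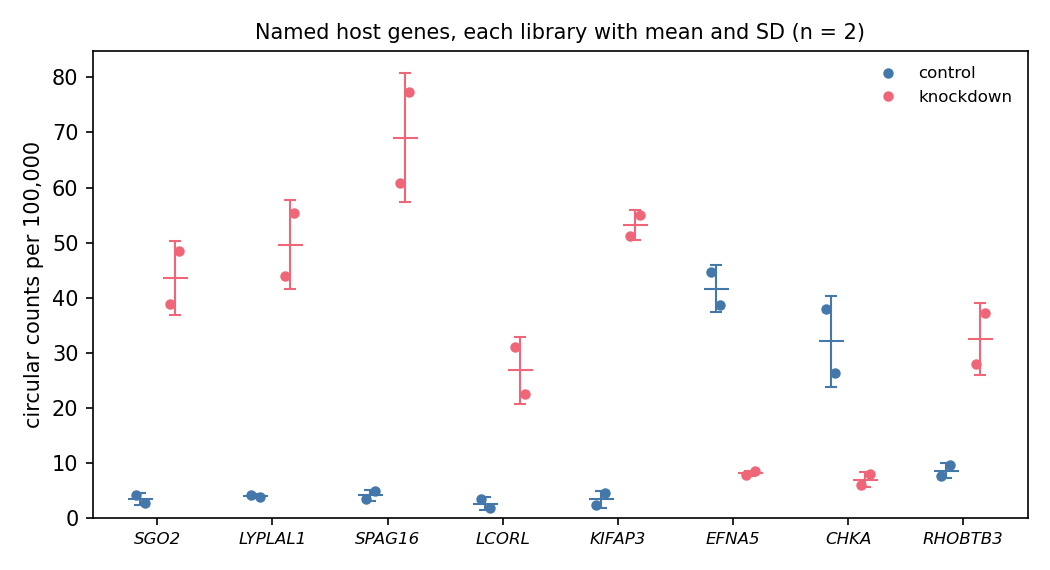
Circular counts per 100000 (vertical axis, linear from 0) of the host genes named in the text that passed an adjusted p of 0.05. Points are libraries, dashes the mean and bars the SD of 2 libraries. SGO2 lies at 3.46 in controls and 43.6 in knockdowns, and EFNA5 at 41.6 and 8.12.

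The use of circles within a host gene was tested for 2327 genes with 15665 circles, which asks whether the circles of a gene changed unequally. At an adjusted p of 0.05, 94 genes passed edgeR's F test per gene, and 409 had an unadjusted p under 0.05. Simes' method over circles called 58, and a likelihood ratio test, which was run first, called 439.

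Of the 22 host genes of widely studied circular RNAs, 21 could be tested. Their median log2 fold change was -0.28, beside -0.27 for all host genes, with 7 higher and 14 lower. With library-size scaling it was -0.66, beside -0.67 for all host genes. The median of the list was 0.015 without control replicate 2, and -0.10 without control replicate 1. Limma's set tests found no shift of the list in one direction, with p = 0.548 for camera, 0.582 for camera with an estimated correlation and 0.189 for fry, while fry without regard to direction gave p = 0.00951. Adjusted over the list alone, 7 genes passed, and 1 passed over all genes tested. RHOBTB3 was the one that passed over all genes, with 8.57 ± 1.35 per 100000 in controls and 32.5 ± 6.50 in knockdowns (SD, n = 2) and an adjusted p of 0.0332 in edgeR. Its log2 fold change was 2.22 ± 0.40 (SE). That call was lost under the newer dispersion method and with host genes by the first gene named, where the log2 fold change was 0.85. The setting of the first gene named also added antisense circles, so its effect cannot be credited to naming alone. Over the list alone, XPO1, MAN1A2 and ARHGAP5 were also higher, and ZKSCAN1, ZNF609 and FNDC3B were lower. ARHGAP5 had the largest difference between controls among these, with 610 and 3653 counts in controls and 8395 and 9548 in knockdowns. Its log2 fold change was 2.99 ± 0.92 (SE), and 2.22 or 4.98 without control replicate 1 or 2. For XPO1 it was 2.39 ± 0.66 (SE), and 1.87 or 3.38 without control replicate 1 or 2. The log2 fold changes of MAN1A2, ZKSCAN1 and FNDC3B were 1.26 ± 0.35, -1.76 ± 0.37 and -1.11 ± 0.37 (SE). With host genes by the first gene named, that of MAN1A2 was 0.15, with an adjusted p of 0.904 in edgeR over all host genes, and its adjusted p over the alternatives ranged from 0.0507 to 0.904. ZNF609 had 25 and 24 counts in controls and 1 and 3 in knockdowns. With both knockdowns set to the floor of 3 counts it was 5.25-fold lower. The floor was defined for a count of 0, so this is not a strict lower limit. With host genes by the first gene named, its log2 fold change was -1.85. With ZNF609 at the value set by the floor, the median of the list remained -0.28.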

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

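The count of circles past an adjusted p of 0.05 depended on the settings. It was 0 with edgeR's quasi-likelihood test, and also 0 with library-size scaling, DESeq2 size factors in edgeR, removal of mitochondrial features and the newer dispersion method. At an unadjusted p under 0.05 these 5 fits held 2895, 2926, 2918, 2919 and 4015 circles in that order. DESeq2 called 1085 (934 higher, 151 lower). With no filter on counts 471 were called, and with at least 5 counts in 2 libraries 1404, or with at least 40 counts in total 617. The last of these filters tests 4944 circles in place of 21576. Limma voom with group weights called 320 and exon circles only 497. In each of these fits more calls were higher than lower. In simulated data at the common dispersion of these libraries, 0% of 8-fold changes were recovered. All simulated libraries shared the same dispersion, while the biological coefficient of variation was 0.886 in the control pair and 0.140 in the knockdown pair. The simulation therefore does not give the power of the test in these data. The count of 0 still says little about how many circles changed, since it depended on the settings. Fewer circles tested cannot be the whole reason that the count differed, since with no filter 190152 circles were tested and 471 passed. The cause was not tested further.

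Host genes past the threshold numbered 89 with edgeR's default dispersion method, which was adopted after the 0 of the newer method had been seen, and 163 with DESeq2, 326 with no filter, 51 with at least 5 counts in 2 libraries, 0 with the newer dispersion method, 340 with voom and group weights, and 42 with the first gene named. The cause was not tested. Library-size scaling (70), DESeq2 size factors in edgeR (86), at least 40 counts (122) and removal of mitochondrial genes (93) stayed within 1.5 times. The use of circles within host genes gave 94 genes with the F test, 439 with the likelihood ratio test that was run before it, 58 with Simes' method and 130 with at least 40 counts.

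Replicate numbers 1 and 2 are shared by both groups, and no label says that a number marks a shared culture or day. The deviations of same-numbered libraries correlated at 0.0778 over 4944 circles, and the numbers are treated as names. This low correlation cannot exclude a shared batch. In count-weighted median length the numbers line up, with 1363 and 1255 nt in control replicates 1 and 2 and 1381 and 1279 nt in the knockdowns. Exon number, circles detected and the share of the top 10 circles did not line up in this way. With a replicate block, 1653 circles (1242 higher, 411 lower), 314 host genes and 520 genes in the test of circle use passed, and the median of the fixed list was -0.24. The set tests of that list changed under the block: fry in one direction went from p = 0.189 to 0.00257 and fry without regard to direction from 0.00951 to 0.0908, while camera with an estimated correlation gave 0.538. Taken within same-numbered libraries, knockdown minus control was 18 and 24 nt in circle length, 2.56 and 1.5 percentage points in the share of the top 10 circles and 1 and -1 in exon number, and the ratio of circles detected was 0.737 and 1.06. These pairings were added after seeing the data. An exact permutation test on 2 pairs cannot fall below 0.05, and none is given. In the counts of calls, the block leaves 1 residual degree of freedom, and the cause of the change was not tested.

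Across the 4 fits that each left out one library, the ratio of circles detected ranged from 0.745 to 1.05, the highest without control replicate 1. The difference in circle length ranged from -33 to 75 nt, in exon number from -1 to 1, and in the share of the top 10 circles from 1.74 to 2.32 percentage points. The median of the fixed list ranged from -0.25 to 0.015. Counts of calls were not computed for these fits, since 1 library would remain in a group. The planned use of isoforms within a circle and the test of CA repeats gave no value. No named circle or host gene changed sign under any setting. For the 6 named circles, 41 fits moved past the threshold. For the 14 named host genes, 13 fits moved past it and 12 lost it. The range of the adjusted p of the PICALM circle was 4.69e-15 to 0.118, with 7 of 12 settings past the threshold. That of SGO2 was 4.91e-13 to 0.0605, with 11 of 12 past it.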

Other observations

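All tests in this part were chosen after the values they bear on had been seen.

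The 2 knockdown libraries agreed far more closely than the 2 controls. Of the circles in the smaller knockdown library, 70.6% were also found in the other, against 45.4% for the control pair. Among circles with 2 to 9 counts in a pair, the mean chi-square was 1.19 in the knockdown pair and 2.53 in the control pair. Fewer counts in the knockdown libraries do not account for this, because the control pair kept a chi-square of 13.3 per circle after thinning to equal depth, beside 2.26 for the knockdown pair. Circles outside exons in control replicate 1 do not either, since exon circles alone gave 13.97 in the control pair and 2.26 in the knockdown pair. One library sequenced in 2 runs that differ by counting error alone is excluded by the chi-square of 2.28 in the knockdown pair. One extract or one amplified cDNA behind both knockdown libraries is a candidate explanation that cannot be told apart from a more uniform cell population, since the labels do not say where the replicates were separated. If it held, the 2 knockdown libraries would count as 1 sample. A biological difference in uniformity between the lines was not tested.

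Control replicate 2 correlated with both knockdown replicates (r = 0.516 and 0.518) more closely than control replicate 1 did (0.317 and 0.291), over 4944 circles. At 118 circles with at most 1 count in control replicate 1 and at least 20 in each knockdown library, control replicate 2 held a median of 10.0% of the knockdown level, with a 10th percentile of 1.87% and a 90th of 26.7%. These circles were selected as low in control replicate 1 and high in the knockdowns, so an intermediate value there follows in part from the selection. The mirror selection, low in control replicate 2, held 26 circles, at which control replicate 1 had a median of 1.20% of the knockdown level, with 11 at 0 and a 90th percentile of 766%. A constant share of knockdown material in control replicate 2 would scatter like the knockdown pair, with a chi-square of 1.55 per circle there. The observed chi-square was 8.38, so such mixing may not be the whole source, and 6 of the 118 circles had 0 counts. A smaller constant share beside true expression stays open. Circles outside exons in control replicate 1 were not the cause: among exon circles its r with knockdown replicate 1 was 0.3174, beside 0.521 for control replicate 2.

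Among 4944 circles with at least 40 counts, and after centring on the median, 677 were at least 4-fold higher on the mean log2 scale and 137 lower, a ratio of 4.94. The size of the ratio depended on the scaling between the libraries, from 3.15 with the totals of tested circles to 10.96 with DESeq2 size factors of host genes. A log2 shift of 0.68 would balance the split, and the 8 scalings tried shifted the groups by -0.34 to 0.17, so none of these accounts for the direction of the skew. A shift common to all circles that none of them captures was not tested. Averaging of 2 unlike control libraries does not account for it, since the ratio was 3.88 against control replicate 1 alone and 3.84 against control replicate 2 alone. Circle length does not, since the smallest ratio over length quartiles was 4.11. Between the controls the ratio was 1.92 (301 against 157), and between the knockdowns 0.775 (31 against 40), so a skew also exists between libraries of one group. The lower depth of the knockdown libraries, which limits how low a value can be seen there, was not tested as a source. A hypothesis left open is that the knockdown line gained circles from a subset of host genes. Whether HNRNPL is the reason cannot be separated from any other difference between 2 cell lines made with 1 hairpin each.

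Circles of one host gene moved together. Over 3350 circles in 784 host genes the intraclass correlation of the log2 fold change was 0.503 (permutation p = 0.0001, the smallest that 10000 draws can give). Overlapping circles that share reads are not the whole cause: 2569 pairs of non-overlapping circles in 259 genes correlated at 0.301 (95% bootstrap interval over genes 0.160 to 0.365). A regional shift such as copy number cannot be told apart from a change of the gene itself, because 254 pairs of neighbouring host genes within 1 Mb correlated at 0.113 (permutation p = 0.0724), with an interval of -0.00614 to 0.236 that overlaps the other. The intraclass correlation was 0.345 for the difference between the 2 control libraries and 0.0744 for that between the knockdown libraries, but these include overlapping circles. Over the same non-overlapping pairs, the control difference correlated at 0.1031 (95% bootstrap interval 0.0129 to 0.212) and the knockdown difference at 0.000213 (-0.0541 to 0.0482). Host gene differences between cultures that do not depend on the knockdown may therefore contribute, to an extent that these intervals leave wide. Linear RNA was not analysed here, so host transcription was not separated from circle formation.

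At an unadjusted p under 0.05, 1 of the 3 splits of the 4 libraries into pairs, the real one, gave as many as 2895 circles. The split of replicate 1 against replicate 2 gave 301 and the crossed split 151. With 3 splits the share cannot fall under 0.05, so this does not decide.

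The deposited columns named CPM are per 100000 counts, so a threshold set for the unit in their name has another meaning on them. In control replicate 2, circles with 2 counts (21942) outnumbered those with 1 (20118). In the other 3 libraries single counts were more frequent, with 39176 against 28139 in control replicate 1. No explanation was tested for this.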
